A study of Homo sapiens with 18 samples. Its data were reported in "Integrated single cell analysis of blood and cerebrospinal fluid leukocytes in multiple sclerosis" (2020).

How the data were processed

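TFH cells were sorted from CSF obtained by lumbar puncture, and RNA was prepared with a modified SmartSeq2 protocol, a full-length cDNA amplification method for low input, followed by enzymatic fragmentation and library preparation. The study's methods describe alignment to the RefSeq hg38 transcriptome with Bowtie2 and estimation of expected counts with RSEM, and the submitters' processing notes name the same tools and the builds hg38 and GRCh38. Versions of these tools are not given in the sources used here.

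The authors deposited 3 kinds of expression table for each of 2 flow cells, 6 tables in all. By their file names these hold featureCounts read counts, RSEM values in FPKM and Cufflinks values in FPKM. The upstream settings of the featureCounts and Cufflinks tables are not given in the sources used here. A list of libraries and a table of 19 quality metrics per library accompanied each flow cell.

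Samples were grouped by their titles. Each library column name was compared with the title, description, source and characteristics of every sample, after removal of spaces and punctuation, and its flow cell and library number were searched for separately. The matching was tested on made-up names with known answers. Of the 18 library columns, 18 could not be matched to a sample or group, which amounts to 54 value columns over the 6 tables. These columns were not used in any step, and the values in the quality tables were not used either. Only column names, gene names, gene biotypes and library lists were counted, with Python 3.11.15.

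A comparison of MS with control samples had been planned before the data were examined. It was to use a quasi-likelihood test for counts with sequencing batch and factors of unwanted variation as covariates, and gene set tests over 28 fixed lists. It was not run, nor were its alternatives, because no library could be assigned to a group. The plan was written with the study's methods and the kinds of deposited table known. A list of the 7 genes that the study named from these libraries was among those fixed. Membership of the fixed lists was counted by exact symbol against the gene names of both count tables, so a gene listed there under an older or newer symbol counts as having no row.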

Results

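The transcriptome of T follicular helper (TFH) cells from human cerebrospinal fluid (CSF) was profiled by bulk RNA sequencing. TFH cells are CD4 T cells that help B cells to mature, and here they were sorted by flow cytometry as CD3, CD4 and CXCR5 positive cells, where CXCR5 is the chemokine receptor that guides T cells towards B cells. The samples fell into 2 groups by their titles. The first held 9 samples from patients with multiple sclerosis (MS), and the second held 9 control samples. The titles call the controls healthy, whereas the study describes them as donors with idiopathic intracranial hypertension, so they are named control samples here.

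The question posed by this design was whether TFH cells in the CSF differ in gene expression between MS and control donors. The expression tables came from 2 sequencing flow cells. The first flow cell contributed 8 library columns and the second contributed 10 library columns, together 18, the same as the number of samples. Each column was named by its flow cell and a library number. None of these names matched a title, description, source or characteristic of any sample, so 0 of the 18 columns could be assigned to a donor group. Of the library numbers, 7 occurred in both flow cells, so a number alone did not identify a library either. Each run listing named 16 numbered libraries, of which 8 in the first flow cell and 6 in the second had no column in the tables read here.

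No comparison between MS and control TFH cells was therefore made, and no expression level of CXCR5, PDCD1, ICOS, BCL6 or any other gene is reported for either group. Assigning columns to groups by their order, or by the expression of any gene, would have been a guess. The depth of the individual samples is likewise not given, because no library was assigned to a sample and the values in the quality tables were not used. Library names in the quality tables were not compared with the sample labels.

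The layout of the tables was counted from gene names and annotations only. Whether their values suited a comparison of MS with control samples was not checked. The count table of the first flow cell had 29141 gene rows and that of the second had 29140, of which 20804 and 20790 were annotated as protein coding. These rows carried 26267 and 26266 distinct symbols, so some rows shared a symbol. Gene lists for T cell states and for other cell types that a sort can let through were fixed before the data were examined. Of their 389 distinct symbols, 377 had a row in both count tables. All 20 TFH cell genes, all 20 cytotoxicity genes, all 14 coinhibitory receptor genes and all 27 interferon response genes had a row. Among the B cell markers, 11 of 14 had a row, and the 3 without one were the immunoglobulin constant region genes IGHM, IGHD and IGKC. Among the plasma cell markers, 8 of 11 symbols had a row, and IGHG1, IGHA1 and JCHAIN had none. The list also held JCHAIN under its older symbol IGJ, which had a row, so this gene was counted under both symbols. Of the CD8 and gamma-delta T cell markers, 2 of 7 had a row. These were CD8A and CD8B, the chains of the CD8 coreceptor, while the T cell receptor genes TRDC, TRGC1, TRGC2, TRDV2 and TRGV9 had none. Among the oxidative phosphorylation genes, 19 of 20 had a row, and COX4I1 had none. These gaps were those of the count tables. In the RSEM tables, 375 of the 389 symbols had a row in both flow cells, fewer than in the count tables. In the Cufflinks tables, 388 of the 389 symbols had a row in both flow cells.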

Values the study reported

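In its bulk RNA-seq cohort the study included 9 patients with MS and 9 with idiopathic intracranial hypertension. After quality control removed 5 libraries, it compared 7 MS libraries with 6 control libraries over 11,383 genes, and no single gene passed its threshold for differential expression. It reported gene set enrichments in MS-derived TFH cells and selected the 42 genes that most often drove them.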

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

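No expression value was used, so no group difference could change with the processing. The alternatives named in the plan (another tool for the gene test, all libraries in place of the filtered ones, and other gene set tests) were not run. No paired analysis was possible because the library columns carry no replicate number of the sample titles and could not be assigned to a group. A key to the columns would not have given pairs either. The MS and control samples came from different patients, and the replicate numbers only count samples within each group. The 3 settings below were chosen after the data were seen. The number of symbols of the fixed lists with a row in both flow cells was 377 of 389 in the count tables by exact symbol. It was 378 when older and newer symbols were paired, 375 in the RSEM tables and 388 in the Cufflinks tables. The pairing gained only JCHAIN, through its older symbol IGJ, which was itself on the lists, so it added no gene. Nearly all symbols without a row in the count tables thus had one in the Cufflinks tables.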
